# Cortical diurnal rhythms remain intact with microglial depletion

**DOI:** 10.1038/s41598-021-04079-w

**Published:** 2022-01-07

**Authors:** Rocio A. Barahona, Samuel Morabito, Vivek Swarup, Kim N. Green

**Keywords:** Circadian rhythms and sleep, Glial biology

## Abstract

Microglia are subject to change in tandem with the endogenously generated biological oscillations known as our circadian rhythm. Studies have shown microglia harbor an intrinsic molecular clock which regulates diurnal changes in morphology and influences inflammatory responses. In the adult brain, microglia play an important role in the regulation of condensed extracellular matrix structures called perineuronal nets (PNNs), and it has been suggested that PNNs are also regulated in a circadian and diurnal manner. We sought to determine whether microglia mediate the diurnal regulation of PNNs via CSF1R inhibitor dependent microglial depletion in C57BL/6J mice, and how the absence of microglia might affect cortical diurnal gene expression rhythms. While we observe diurnal differences in microglial morphology, where microglia are most ramified at the onset of the dark phase, we do not find diurnal differences in PNN intensity. However, PNN intensity increases across many brain regions in the absence of microglia, supporting a role for microglia in the regulation of PNNs. Here, we also show that cortical diurnal gene expression rhythms are intact, with no cycling gene changes without microglia. These findings demonstrate a role for microglia in the maintenance of PNNs, but not in the maintenance of diurnal rhythms.

## Introduction

While microglia are most known for immunosurveillance of the central nervous system, they are increasingly being studied in the context of their non-immunological roles. Microglia actively maintain tissue homeostasis throughout adulthood by clearing cellular debris via phagocytosis as well as remodeling synapses^1,2^. Recently yet another homeostatic function of microglia has been identified: the regulation of perineuronal nets (PNNs). PNNs are specialized extracellular matrix structures which surround the soma and proximal synapses of neuronal subsets. In the mammalian brain, these lattice-like structures are found across various regions such as the hippocampus, but most notably enwrap parvalbumin-expressing GABAergic interneurons in the cortex^3^. The plant lectin *Wisteria floribunda agglutinin* (WFA) is a histological marker widely used to visualize PNNs as it binds its key structural components: chondroitin sulfate proteoglycans (CSPGs). WFA specifically binds terminal N-acetylgalactosamine residues of chondroitin sulfate chains^4^ which surround the core protein. PNNs can also be detected by antibodies against the core protein component of the CSPG aggrecan (ACAN)^5,6^ which is required for the formation of PNNs^7^. Functionally, PNNs play an important role in experience-dependent neuronal circuit plasticity, as their formation during development coincides with the closure of critical periods^8,9^. Throughout adulthood, many studies support the notion that PNNs help consolidate and maintain memories over time^10,11^. PNNs are also involved in regulating neuronal firing activity^12^ as well as protecting neurons from oxidative stress^13^.

We have consistently observed that elimination of microglia via colony stimulation factor 1 receptor (CSF1R) inhibitors^14^ dramatically increases PNN coverage throughout the brain^15–18^. Furthermore, upon cessation of treatment with the CSF1R inhibitor PLX5622, microglia repopulate the brain and PNNs decrease back to basal levels^19^. Notably, elimination of microglia not only increases PNN coverage, but also improves mouse performance in spatial memory tasks^20^ highlighting a potential role for microglia-mediated PNN maintenance in memory consolidation as subsequent studies identified the importance of microglia in “forgetting” and long-term memory^21,22^. It has been reported that PNNs are regulated in a circadian and diurnal manner with dramatic remodeling occurring during sleep in both mice and rats^23,24^. A daytime decrease in PNN intensity followed by a nighttime increase was shown in regions associated with decision making, learning, memory processing, and sleep (prelimbic area (PLA) and infralimbic area (ILA) of prefrontal cortex (PFC), hippocampus, amygdala, thalamic reticular nucleus), in adult C57BL/6J mice.

Likewise, microglia show diurnal changes in form and function. Morphologically, murine cortical and hippocampal microglia have a ramified shape during the light-phase (sleep) and a hyper-ramified shape during the dark-phase (wakefulness) characterized by longer processes and increased branch points^25–27^. Functionally, microglia exhibit diurnal differences in immune activation—with peak cytokine gene expression during the light phase^28^—and selective phagocytosis of opsonized synapses during each sleep phase^29^. Cell-autonomous diurnal rhythms of clock gene expression also exist in BV-2 cells, a murine-derived microglial cell line^30^. Following traumatic brain injury, complement factor C1q which is primarily produced by microglia, mediates sleep spindle loss^31^. Cathepsin-S (*Ctss*), a microglial expressed gene whose product can degrade PNNs, has also been reported to fluctuate in a circadian and diurnal fashion^24,25,32^. Furthermore, it is reported that daytime decrease in PNNs is antiphase to the expression of *Ctss*^24^.

Microglial ablation via administration of diphtheria toxin in Cx3cr1-Dtr rats has also been reported to disrupt circadian rhythms^33^, suggesting that microglia themselves may be critical for circadian regulation. As such, we hypothesized that microglia may be (1) responsible for PNN remodeling during sleep, via the secretion of CTSS and other proteases, allowing for the consolidation of memory and (2) involved in maintaining circadian rhythmicity in the brain. Here, we set out to investigate the role of microglia in the regulation of PNNs, specifically whether microglia regulate PNNs in a diurnal manner. While we find differences in microglia morphology between the light-phase and dark-phase, we find no differences in PNN integrated density across a 24-h day. However, upon microglial depletion, we find that PNN integrated density increases in a region-specific manner. Interestingly, the absence of microglia does not disrupt diurnal gene expression patterns in the cortex, showing microglia do not play a critical role in the regulation of cortical diurnal rhythms.

## Results

Microglia are dependent on signaling through the CSF1R for their survival and we previously identified and optimized the specific CSF1R inhibitor PLX5622 in chow to produce rapid (within 3 days) and sustained microglial depletion^34^. To explore the role of microglia in regulating PNNs in a diurnal fashion, we fed 2.5-month-old male mice either control chow or chow containing the CSF1R inhibitor PLX5622 (1200 ppm) for 10 days to eliminate > 90% of microglia. Following treatment, brains and peripheral tissue were harvested at Zeitgeber times (ZT): ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22 where ZT0 denotes the onset of the light-phase (daytime) and ZT12 the onset of the dark-phase (nighttime). One brain hemisphere was processed for immunohistochemical analysis and the other hemisphere microdissected for bulk-tissue RNA sequencing (RNAseq) of the cortex (Fig. 1A).

**Figure 1:**
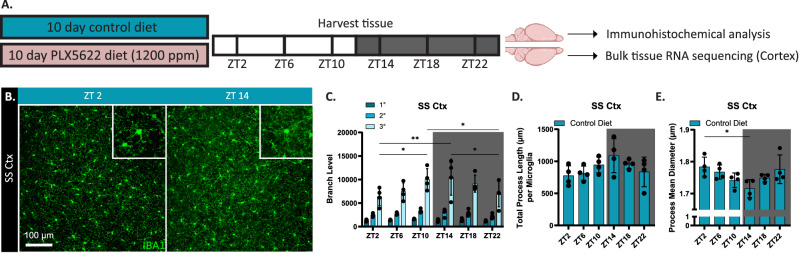
Diurnal differences in microglia morphology, but not perineuronal net intensity. (**A**) Schematic of experimental design. Immediately following a 10-day treatment with either PLX5622 or control diet, brains and peripheral tissues were harvested every 4 h for 24 h. (**B**) Representative 20× images of IBA1 (microglia) immunofluorescence in the SS Ctx from ~ 3-month-old wild-type (WT) mouse brains harvested at ZT2 and ZT14. Insets show microglia appear to be more ramified at ZT14 compared to ZT2. (**C**) Quantification of primary, secondary, and tertiary branching level from SS Ctx IBA1+ microglia showing an increase in tertiary branching during the light phase followed by a decrease during the dark phase. (**D**) No significant differences in total process length per microglia across a 24-h day were observed. (**E**) Process mean diameter is significantly smaller at ZT14 compared to ZT2. Statistical analysis used a two-way ANOVA with Tukey’s multiple comparisons correction for branch level; a one-way ANOVA with Tukey’s multiple comparisons correction for total process length (µm) per microglia and process mean diameter (µm) quantification. Significance indicated as *p < 0.05; **p < 0.01; ***p < 0.001.

### Diurnal differences in microglia morphology

To assess whether microglia morphology differed between the light and dark phase, we employed immunohistochemistry to visualize IBA1+ microglia from brains harvested at different ZTs. With other studies reporting diurnal differences in cortical microglia^25,26^, we focused our morphological analysis on microglia in the somatosensory cortex (SS Ctx). We found cortical microglia appear morphologically different shortly after the onset of the light-phase and shortly after the dark-phase (Fig. 1B). With regards to degree of branching we observed the highest degree of tertiary branching at ZT14, indicative of increased ramification, and the least ramified microglia at ZT2 (Fig. 1C). To further confirm microglia are more ramified at the onset of the dark phase, we looked at total process length per cell (Fig. 1D) and process mean diameter (Fig. 1E). While there are no significant differences in total process length per microglia across 24 h, it appears microglial process length increases by 40% from ZT2 to ZT14 and subsequently decreases from ZT14 to ZT22 in a wave-like pattern. Process mean diameter follows the opposite pattern, where microglial processes are significantly thinnest at ZT14 compared to ZT2. These findings suggest microglia display diurnal morphological differences where microglia are most ramified with thinner processes at the onset of the dark phase.

### Perineuronal nets increase in a region-dependent manner upon microglial depletion

Having observed diurnal differences in microglial morphology, we next sought to confirm that PNNs change in a diurnal manner and whether eliminating microglia would disrupt any changes. Brighter WFA staining is thought to be indicative of a more mature PNN composition^35^, therefore quantifying integrated density could provide insight into diurnal PNN remodeling. Counter to prior reports of diurnal PNN fluctuations, however, we find no diurnal changes in WFA+ PNN integrated density in SS Ctx (rostral and barrel field regions), motor cortex (MO Ctx), auditory cortex (AUD Ctx), hippocampus (CA1), ILA and PLA of the PFC (Fig. 2A,D–H,M–O). Staining against the PNN component ACAN also showed no diurnal differences in ACAN intensity in the hippocampus (CA1) and in ACAN integrated density in the PFC (Fig. 2I–K). Additionally, quantification of diffuse WFA+ PNN staining revealed no significant differences between ZT6 and ZT18 in the ILA, PLA, and SS Ctx (Fig. S3). We next confirmed effective depletion of microglia with PLX5622 treatment—quantification of IBA1+ microglia showed ~ 90% microglial loss (Fig. 2C). Examination of PNNs in the absence of microglia again show no diurnal changes but do show robust increases in WFA+ PNN integrated density in the SS Ctx (rostral and barrel field regions), MO Ctx, and AUD Ctx compared to microglia intact mice (Fig. 2B,D–G). Increases in ACAN+ PNN integrated density were also detected in the PFC (Fig. 2J,L) compared to control mice. In the CA1 region of the hippocampus, however, there are no increases in WFA+ PNN nor ACAN+ PNN intensity with microglial elimination (Fig. 2H,I).

**Figure 2:**
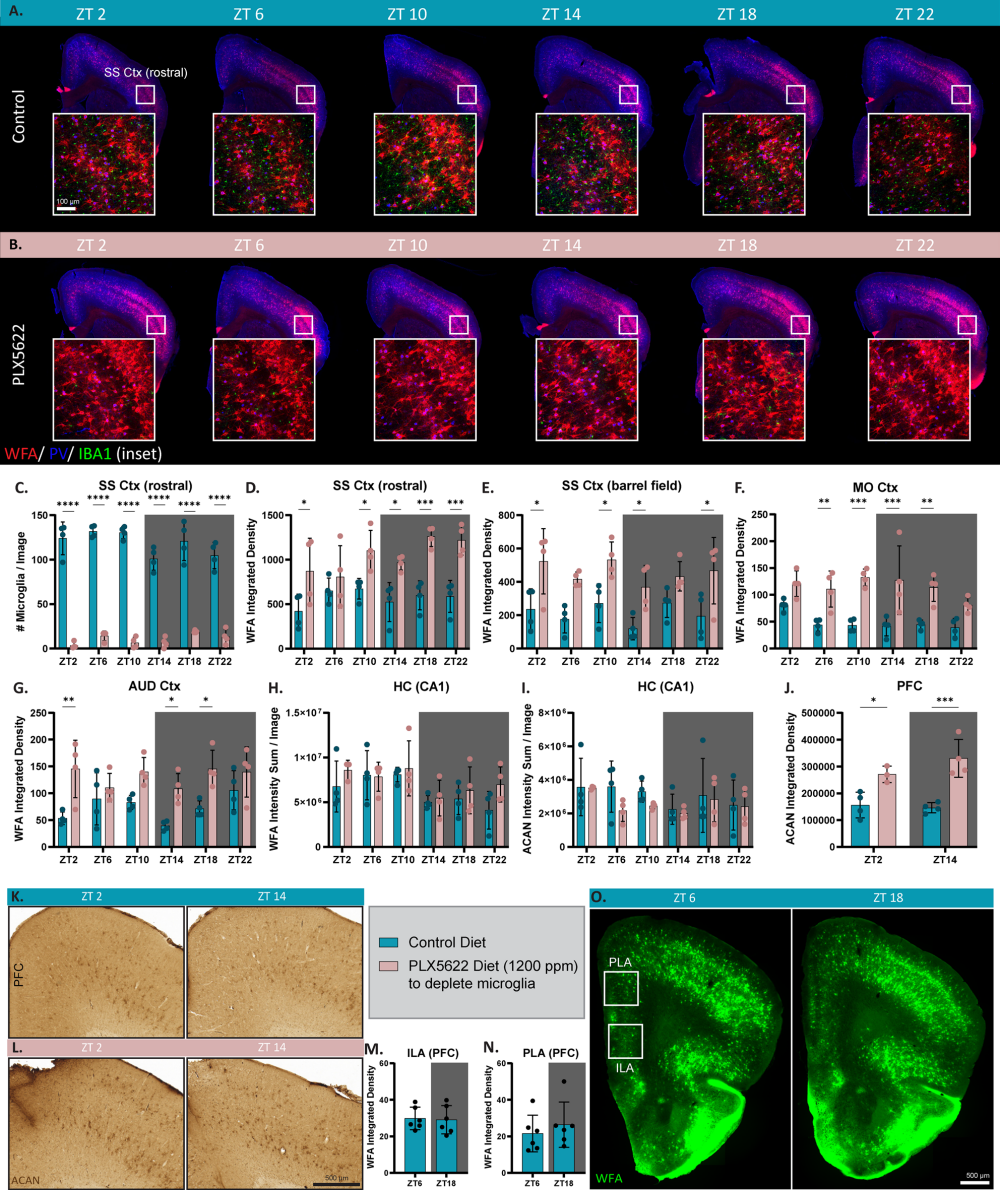
Perineuronal nets increase in a region-dependent manner upon microglial depletion. (**A**) Representative slide-scanned images of WFA (PNN) staining, parvalbumin, and IBA1 immunofluorescence reveal no diurnal changes in PNNs across 24 h and (**B**) a significant increase in PNNs with microglial depletion. (**C**) 10-day PLX5622 (1200 ppm) treatment is sufficient to eliminate >90% of microglia at all timepoints. (**D**–**G**) Quantification for WFA integrated density for the (**D**) rostral SS Ctx, (**E**) barrel field of the SS Ctx, (**F**) MO Ctx, and (**G**) AUD Ctx show no diurnal PNN differences in control mice and a significant increase in the PLX5622 treated mice. (**H**,**I**) Quantification of (**H**) WFA+ and (**I**) ACAN+ PNN intensity sum from 20× hippocampal CA1 confocal images show no diurnal differences in PNN intensity nor an increase in PNN intensity with microglial depletion. (**J**) Quantification of ACAN integrated density shows no difference between ZT2 and ZT14, but in the absence of microglia, ACAN integrated density significantly increases. (**K**) DAB staining with ACAN in WT control mice shows no drastic diurnal differences in PFC PNNs, but in (**L**) mice treated with PLX5622, ACAN+ PNN integrated density significantly increases. (**M**,**N**) Quantification of WFA integrated density in both the (**M**) infralimbic and (**N**) prelimbic area show no diurnal differences in PNNs between ZT6 (mid-light phase) and ZT18 (mid-dark phase). (**O**) Representative slide-scanned images of WFA (PNN) labeling in the PFC. Statistical analysis used a two-tailed unpaired t-test for ILA and PLA WFA Integrated Density quantifications and a two-way ANOVA with Tukey’s multiple comparisons correction the quantifications with PLX5622-treated groups. Significance indicated as *p < 0.05; **p < 0.01; ***p < 0.001.

### Cortical diurnal rhythms remain intact upon microglial depletion

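RNA sequencing data from the cortex of 47 male mice were analysed, 1 library per mouse. Of these mice, 23 received control chow and 24 received chow with PLX5622 for 10 days. PLX5622 blocks CSF1R, a receptor that microglia need to survive. Each treatment was harvested at 6 Zeitgeber times with 4 mice per group, apart from the control group at ZT14, for which 3 libraries were analysed. The authors deposited a table of TPM values and a table of whole-number counts without normalization, which share 53068 genes. Between 16597987 and 27626161 reads per library were counted on genes, with a median of 18314954 in control mice and 21476967.5 in PLX5622 mice. FPKM values were computed here from the counts, with gene lengths from GENCODE M21 on GRCm38, because the line graphs in Fig. 3 are in FPKM. All other tests used log2(TPM + 1) for the 14580 genes with a mean of at least 1 TPM. Cycling genes were called within each treatment with JTK_CYCLE at a period of 24 h. Differences between treatments were tested with limma, with the cosine and sine of ZT as covariates for time, or with their interactions with treatment for a difference in rhythm. An adjusted p under 0.05 (Benjamini-Hochberg) was the threshold.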

To ensure that the lack of diurnal changes in PNNs was not due to an unexpected disruption of diurnal rhythms in our mice, we next looked at canonical “clock genes” via bulk-tissue RNA sequencing of cortical tissue. Importantly, circadian gene expression oscillations occur in the cortex^36^. Indeed, our data show that the control mice used in these experiments harbor intact diurnal rhythms shown by the oscillating expression of *Clock, Bmal1, Per1, Per2, Cry1, Cry2, Nr1d1,* and *Dbp* (Fig. 3A–H). 

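The FPKM values of all 8 clock genes differed between Zeitgeber times in the 23 control mice. *Per2* on chromosome 1 rose from a mean of 2.87 FPKM at ZT6 to 8.69 FPKM at ZT14, and *Dbp* on chromosome 7 rose from 15.7 FPKM at ZT2 to 37.6 FPKM at ZT10. *Per1* was lowest at ZT6 with 10.3 FPKM and highest at ZT14 with 22.4 FPKM. *Nr1d1* ranged from 20.8 FPKM at ZT22 to 39.8 FPKM at ZT14, and *Cry1* from 5.21 FPKM at ZT6 to 9.04 FPKM at ZT14. *Arntl*, the gene symbol of *Bmal1*, ran in the opposite phase, with 3.97 FPKM at ZT2 and 2.24 FPKM at ZT14. The changes were smallest in *Cry2*, from 19.6 FPKM at ZT6 to 24.7 FPKM at ZT14, and in *Clock*, from 4.74 FPKM at ZT10 to 5.79 FPKM at ZT22. In a permutation test of the difference between the 6 Zeitgeber times, adjusted over the 8 genes, the adjusted p was 1.6e-05 for *Arntl*, *Per2*, *Cry1*, *Nr1d1* and *Dbp*, 2.133e-04 for *Per1*, 4.571e-04 for *Cry2* and 0.00212 for *Clock*. The largest of the 8 adjusted values in PLX5622 mice was 0.00717, for *Clock*. JTK_CYCLE, which looks for a 24-h rhythm and was applied to the TPM values, called 2 of the 8 genes in control mice when adjusted over all genes tested, *Dbp* with an adjusted p of 2.773e-05 and *Arntl* with 0.0146. It called 5 adjusted over the list alone. Under the alternatives that moved this count most, the tests of the 24-h rhythm on the counts with edgeR and with DESeq2, which were chosen after the data were seen, 7 of the 8 genes were called.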

With a recent study in rats reporting microglial ablation disrupts the circadian system and another study suggesting microglia contribute to the regulation of circadian amplitude in zebrafish^33,37^, we aimed to determine how eliminating microglia would affect diurnal rhythms in mice. Upon microglial elimination, we find no changes in diurnal clock gene expression compared to controls with intact microglia, indicating that microglia may not partake in the regulation of diurnal rhythms in the cortex. Furthermore, no significant changes in *Ctss* nor *P2ry12* expression were seen across the 24-h period, reflecting a lack of diurnal changes in these microglial expressed genes in the cortex (Fig. 3I,J; RNAseq data accessible at the Circadian Expression Browser website: http://swaruplab.bio.uci.edu:3838/circadian_shiny/). 

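In PLX5622 mice, 5 of the 8 clock genes had their highest mean FPKM at the same Zeitgeber time as in control mice, and all 8 at most 1 time point away. The lowest mean fell at the same Zeitgeber time in 7 of them. The fitted amplitude of *Dbp* in log2(TPM + 1) was 0.71 (standard error 0.045, n = 23) in control mice and 0.82 (standard error 0.043, n = 24) in PLX5622 mice, with peaks at ZT 12.0 and 12.2. Those of *Arntl* were 0.38 (standard error 0.050) and 0.41 (standard error 0.048), with peaks at ZT 1.03 and 0.678. The largest difference in the time of the peak was 1.92 h, for *Clock*, less than the standard error of its peak in PLX5622 mice of 2.17 h. The interaction of treatment with time gave unadjusted p-values from 0.160 (*Dbp*) to 0.969 (*Nr1d1*) in limma and from 0.138 to 0.960 when treatment was permuted within Zeitgeber times. None of the 8 passed the threshold over all genes, and 0 passed adjusted over the list alone, where the smallest adjusted p was 0.969 in limma and 0.908 with permuted treatment. At an unadjusted p under 0.05 the count was 0 as well. The test had limits. When the rhythm was removed from the PLX5622 libraries by calculation, 2 of the 8 genes were called over all genes and 3 over the list alone, and with 50% of the rhythm kept, 0 and 1 were called. From the absence of changes in clock gene expression, the paper proposes that microglia may not take part in regulating diurnal rhythms in the cortex.

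**Figure D1:**
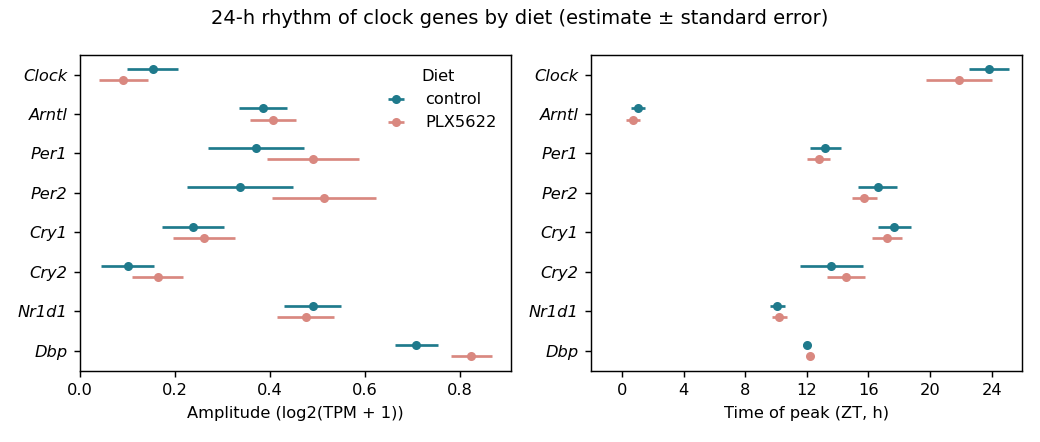
Amplitude (left, in log2(TPM + 1)) and time of the peak (right, in ZT hours) of the 24-h rhythm fitted to each clock gene in 23 control and 24 PLX5622 mice. Points are estimates and bars are standard errors, and the amplitude of *Dbp* is the largest in both treatments.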

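*Ctss* encodes the protease cathepsin S and *P2ry12* a purinergic receptor, and both genes lie on chromosome 3. *Ctss* was at 60.4 ± 4.78 FPKM (SD, n = 23) in control mice, with group means between 56.4 FPKM at ZT18 and 65.1 FPKM at ZT10. Its difference between the 6 Zeitgeber times gave p = 0.0947 in a permutation test, and 0.189 after adjustment over the 2 genes in the 2 treatments. *P2ry12* was at 15.5 ± 1.65 FPKM (SD, n = 23) in control mice, with group means between 13.6 FPKM at ZT18 and 17.2 FPKM at ZT10, which gave p = 0.0425 unadjusted and 0.170 adjusted. In PLX5622 mice the values fell to 5.56 ± 2.94 FPKM for *Ctss* and 1.38 ± 0.631 FPKM for *P2ry12* (SD, n = 24), and the adjusted p for time was 0.255 for both genes. JTK_CYCLE called neither gene in either treatment.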

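Between control and PLX5622 mice, 503 of the 14580 genes tested passed the threshold in limma. Of these, 376 genes (74.8%) were lower in PLX5622 mice and 127 were higher. In log2(TPM + 1), the lowest log2 fold change was that of *C1qa*, which encodes a chain of complement component C1q. The gene lies on chromosome 4 of GRCm38 from 136895917 to 136898803. It fell from 104.7 TPM in control mice to 8.43 TPM in PLX5622 mice, a log2 fold change of -3.74 (standard error 0.20, adjusted p = 9.793e-21). Its neighbours *C1qb* and *C1qc* changed by -3.63 and -3.46, and *Csf1r*, which encodes the target of PLX5622, by -3.54 (standard error 0.19, adjusted p = 1.222e-20). *Ctss* fell from 94.3 to 8.62 TPM, and *P2ry12* changed by -3.44. Each of these genes was lower in all 24 PLX5622 libraries than in every control library. Changes in the other direction were smaller. *C4b*, which encodes complement component C4B, rose from 7.13 to 10.9 TPM, a log2 fold change of 0.56 (standard error 0.073, adjusted p = 6.454e-08), and 12 of the 24 PLX5622 libraries were above every control library. The largest change among the genes called higher was that of *Ttr*, at 0.80 (standard error 0.24, adjusted p = 0.0452). Its call did not hold in 29 of the 47 fits that each left out a library, where its adjusted p rose to at most 0.0757 (without the second control mouse at ZT18). *Ttr* was named after its value was seen, and a set of choroid plexus genes that includes it was higher in PLX5622 mice. The number of genes called depended on the model. It moved most with the first 3 principal components of the residuals as covariates, to 2699 genes, of which 1823 were higher. These components were taken after treatment and time were fitted. They left fold changes as they were (*C1qa* at -3.74 in both) and acted on the residual spread alone. Shuffled splits under that model reached up to 3983 genes.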

Differentially expressed genes were identified between control and PLX5622 treated groups (microglia-depleted) and shown as a volcano plot (Fig. 3K). As expected, gene expression changes reflect the loss of microglia from these brains. 

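Among the genes labelled in Fig. 3K, the largest log2 fold changes after those of *C1qa*, *Csf1r*, *Ctss* and *P2ry12* were those of *Siglech* (-3.15), *Cx3cr1* (-3.11), *Fcrls* (-3.06), *Trem2* (-2.84) and *Tmem119* (-2.79). The order among these genes depended on the pseudocount. With 0.1 in place of 1, *Siglech* (-4.04) and *Csf1r* (-3.99) were lower than *C1qa* (-3.97). *Tgfbr1* changed least, to 39.4% of its mean TPM in control mice. *Aif1*, which encodes IBA1, changed by -2.26. A list of 14 microglial genes was made from the genes labelled in the figure and *Aif1*, and all 14 passed the threshold over all genes and adjusted over the list alone. The study labelled 13 of them from the same libraries, so the list is not independent evidence. Their mean log2(TPM + 1) per library was 4.72 ± 0.16 (SD, n = 23) in control mice and 1.97 ± 0.49 (SD, n = 24) in PLX5622 mice, a difference of -2.75 (two-sided permutation test within Zeitgeber times, p = 1e-05, the smallest they can give). The spread between PLX5622 mice was larger than that between control mice, and every PLX5622 library was below every control library. A second list of 14 microglial genes, not labelled by the study, differed by -2.40 (adjusted p = 7.5e-05 over 15 lists), and all 14 passed the threshold. From these changes, the paper states that gene expression reflects the loss of microglia.

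**Figure D2:**
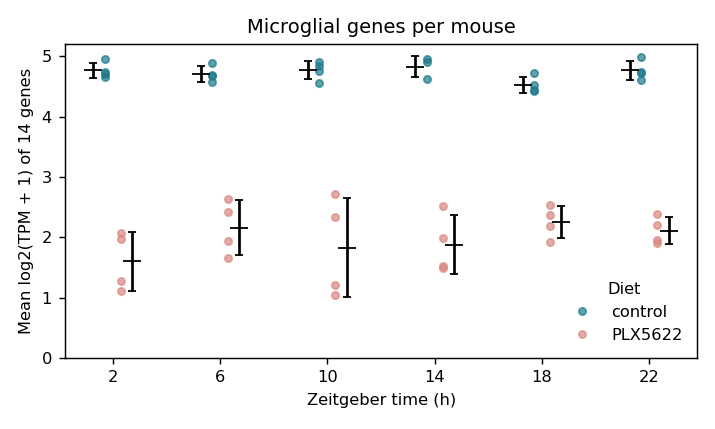
Mean log2(TPM + 1) of the 14 microglial genes (y axis) at each Zeitgeber time in hours (x axis). Points are mice and the bars show the mean and SD of each group, with 3 or 4 mice per group. All PLX5622 mice sit below all control mice.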

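JTK_CYCLE called 12 genes as cycling in control mice and 72 in PLX5622 mice, with 7 genes in both sets. The 5 genes outside the canonical clock list with the smallest p in control mice were *Rbm3* (adjusted p = 2.773e-05), *Ciart* (0.0125), *Gm20634* (0.0125), *Nr1d2* (0.0133) and *Cldn5* (0.0361). Of these, *Cldn5* no longer passed in 13 of the 47 fits that each left out a library, with the highest adjusted p, 0.0958, without the third control mouse at ZT2. The count depended on the test and on the scale of the values, and moved most with DESeq2 on counts, an alternative chosen after the data were seen, to 696 cycling genes in control mice. The limma test for a difference in rhythm called 0 of the 14580 genes, with 669 genes at an unadjusted p under 0.05, where 5% of the genes make 729. Its smallest unadjusted p-values belonged to *Elmod3*, *Myd88*, *Gm14057*, *Hist2h2aa1* and *Mafg*, all with an adjusted p of 0.999986. Among the 12 cycling genes, 0 differed in rhythm when adjusted over these genes alone, and 3 had an unadjusted p under 0.05. Leaving out the fourth control mouse at ZT6, the second at ZT10 or the first at ZT14 brought this count from 0 to 1. The 3 residual principal components as covariates, which act on the residual spread alone, brought it to 3. It moved most with the replicate number as a block, as given at the end with the alternatives. The test for a difference in mean level called 3 of the 12 genes when adjusted over these genes alone. *Rbm3*, which encodes a cold-inducible RNA-binding protein, was higher in PLX5622 mice by a log2 fold change of 0.19 (standard error 0.040, adjusted p = 3.107e-04). *Dbp* and *Ppp6r1* were lower, by -0.12 (standard error 0.044) and -0.08 (standard error 0.029), both with an adjusted p of 0.0488. *Ppp6r1* was named after its value was seen. This count of 3 fell to 1 in 23 of the 47 fits that left out a single library, such as that of the first control mouse at ZT22. The median count over these fits was 2. Had the rhythm of the 12 genes been absent from the PLX5622 libraries, 6 would have been called over all genes and 12 over these genes alone. With 50% of the rhythm kept, these counts were 0 and 7, and with a delay of 4 h they were 4 and 12.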

We further identified all cycling genes in control mice and found no significantly altered genes when compared to microglia-depleted mice (Fig. 3L). To illustrate this, the top 200 cycling genes are displayed as a heatmap and show no differences in rhythmic expression upon microglial elimination (Fig. 3M). Together, these data show that while some microglial functions may be regulated by diurnal rhythms, microglia themselves are not regulators of rhythmicity.

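The top 200 genes ranked by JTK_CYCLE in control mice included 12 genes with an adjusted p under 0.05, and the largest adjusted p among them was 0.354. In 158 of the 200 genes the fitted peaks of the 2 treatments were within 4 h of each other. The median difference in peak time, PLX5622 minus control, was -0.642 h (jackknife standard error 1.31 h). The median log2 ratio of the amplitudes was -0.57 (jackknife standard error 0.343), and 38 of the 200 genes had a larger amplitude in PLX5622 mice. This direction followed the ranking. With the 200 genes ranked in PLX5622 mice the ratio was 0.67, and with the ranking over all 47 libraries it was 0.090. The 2 lists ranked within a single treatment shared 44 genes. For a difference in rhythm, 45 of the 200 genes had an unadjusted p under 0.05 and 0 passed adjusted over these 200 alone. With treatment shuffled within ZT and the genes ranked anew, the median count was 27, and 24 of 100 splits gave at least 45, the real one included. Under the ranking over all libraries, 115 of the 200 genes had a larger amplitude in PLX5622 mice, 8 had an unadjusted p under 0.05 and 0 passed. That ranking favours genes that peak at the same time in both treatments, so these counts do not show that phases agree, and a gene that lost or shifted its rhythm would be less apt to enter the set. In that set, removing the rhythm from the PLX5622 libraries by calculation led to 118 calls adjusted over these 200 alone and 15 over all genes, and a delay of 4 h to 102 and 13 calls. Smaller changes were mostly missed, with 2 calls adjusted over these 200 alone when 50% of the rhythm was kept and 2 at a delay of 2 h, and 0 and 1 over all genes.

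**Figure D3:**
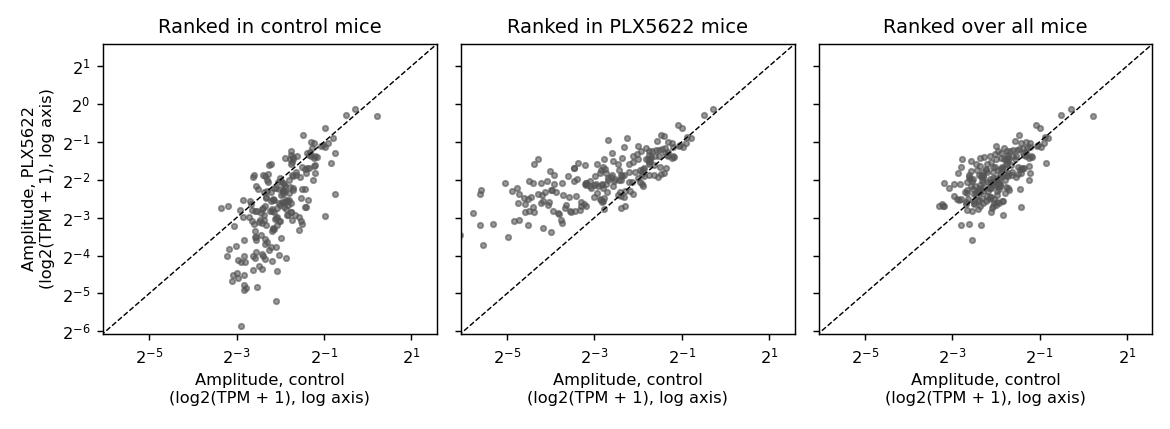
Fitted amplitude of each of the top 200 genes in control mice (x axis) and PLX5622 mice (y axis), in log2(TPM + 1) on log axes, with the genes ranked in control mice, in PLX5622 mice or over all 47 libraries. The dashed line marks equal amplitudes. Points fall mostly below the line in the left panel (38 of 200 above) and on both sides of it in the right panel (115 of 200 above).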

**Figure 3:**
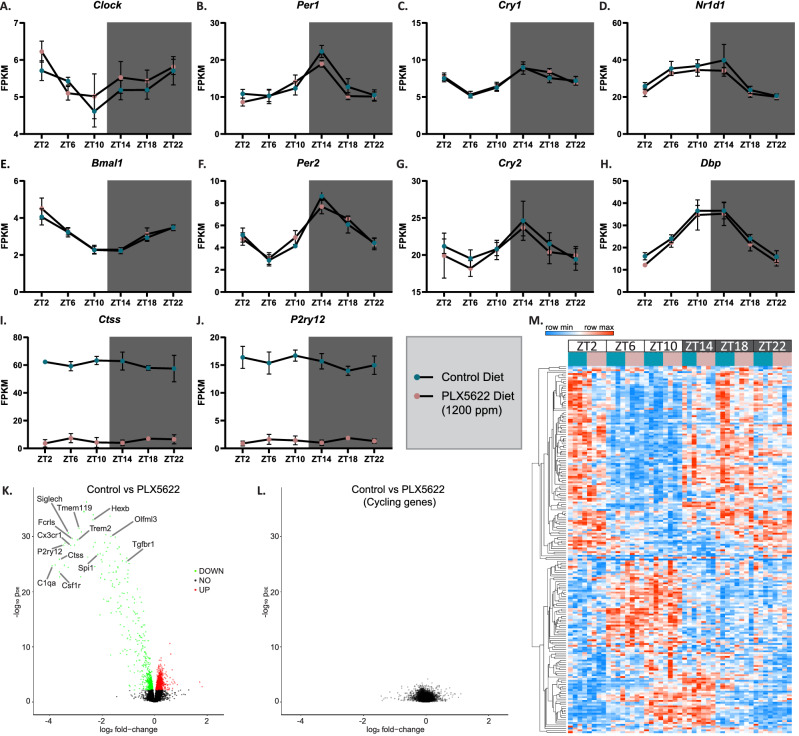
Cortical diurnal rhythms remain intact upon microglial depletion. (**A**–**H**) Cortical gene expression of canonical cycling genes (*Clock, Bmal1, Per1, Per2, Cry1, Cry2, Nr1d1, and Dbp*) across a 24-h day reveals no changes in rhythmicity in the absence of microglia (2 treatments, 6 groups per treatment, n = 4 per group). (**I**,**J**) Gene expression of (**I**) *Ctss* and (**J**) *P2ry12* does not fluctuate in a diurnal manner. (**K**) Volcano plot showing differentially expressed genes in the cortex of WT control mice compared to microglia-depleted mice (2 treatments, n = 24 per treatment). (**L**) Volcano plot showing no changes in cycling gene expression between WT control mice and microglia-depleted mice. (**M**) Heatmap of top 200 cycling genes shows diurnal expression patterns do not change upon microglial depletion.

## Discussion

In confirmation of prior studies, we report that cortical microglia display diurnal morphological differences in the degree of ramification. Both the amount of tertiary branching and total process length per cell were highest at ZT14 and lowest at ZT2 while process mean diameter was lowest at ZT14 and highest at ZT2. These findings support work by others showing mean total length and number of microglial process branch points were significantly greater at ZT14 than ZT2^26^. However, while it has been reported that Ctss and P2ry12 are necessary for diurnal differences in morphology and that the expression of these genes oscillate in a diurnal manner, we did not find diurnal fluctuations in *P2ry12* nor *Ctss* expression, which suggests there may be other mechanisms contributing to diurnal morphological differences, at least in the cortex. With regards to *Ctss* expression across 24 h, it is important to note that existing data is contradictory, with some studies showing *Ctss* is upregulated during the light-phase and others showing it is upregulated during the dark-phase^24,32^. In a study where blood serum from healthy human subjects was collected over 24 h, no variations in CTSS concentration were found^38^, suggesting it is not regulated in a circadian manner in the periphery. Consistent with our data, in a study looking at sleep deprivation in 2-month-old C57BL/6J mice, RNAseq data from cortex of the undisturbed controls shows no changes in *Ctss* nor *P2ry12* expression between ZT0, ZT6, and ZT11 (timepoints beyond ZT11 were not investigated) where one would expect to observe a peak/ trough at ZT6 for rhythmic gene expression^39^.

Using a fluorescent IHC approach to investigate PNNs across six different ZTs, we found no evidence of diurnal changes in the intensity of these structures. To ensure that lack of diurnal differences in PNNs was not due to the method of detection, we utilized DAB staining to visualize the PNN component ACAN and found no diurnal differences in ACAN+ PNNs of the PFC. Our results run counter to previous findings, so a potential factor to consider for the lack of diurnal PNNs in this study include differences in vivarium housing conditions. While we also used adult male WT C57BL/6J mice, our mice were group-housed in standard cages rather than individually housed in wheel-running cages^24^. Additionally, since we investigated mice housed under light/dark conditions (diurnal) and not constant darkness conditions (circadian), it is possible that differences in PNNs or gene expression may have emerged under constant darkness conditions between control and microglia-depleted groups. Ultimately, through RNAseq we show mice used in this study had intact diurnal expression of the canonical cycling clock genes, and therefore felt confident proceeding with investigating diurnal endpoints. Upon microglial depletion with PLX5622, we found robust increases in PNN intensity in the PFC, SS Ctx, MO Ctx, and AUD Ctx, but not the CA1 region of the hippocampus, demonstrating that we had sufficient sensitivity to detect further increases in PNN intensity. These findings are supported by a study where microglial elimination with PLX3397 did not alter PNN intensity in the CA1 region^40^.

Importantly, this work is the first to show canonical cycling genes maintain their diurnal expression patterns in the absence of microglia, suggesting microglia may not be key regulators of rhythmicity in the brain. These findings are consistent with a recent study showing no overt variations in diurnal and circadian motor activity patterns between control and PLX5622-treated mice^41^. Counter to this, a previous study concluded that microglial ablation disrupts the circadian system in Cx3cr1-diphtheria toxin rats^33^. However, microglial ablation via diphtheria toxin conjures a cytokine storm^42^, which may have a larger role in the disruption of circadian rhythms rather than the depletion of microglia. Proinflammatory cytokines alter circadian gene expression in mouse cartilage and liver^43,44^, making it plausible that diphtheria toxin-induced inflammation may underlie circadian rhythm changes in the brain. Notably, disruption of core clock gene expression occurs 48 h after the first diphtheria toxin injection (corresponding to acute inflammation) and these differences resolve 56 h post injection (when microglia are still presumably absent, based on our experience with microglial repopulation dynamics)^33^. While the study in Cx3cr1-Dtr rats primarily focused on behavioral rhythmic changes, the study presented here explored rhythmic changes at the genetic expression level in the cortex of mice, therefore a direct comparison between the two studies cannot be made.

While CSF1R inhibition with PLX5622 is body-wide, depletion is restricted to microglia (and CNS macrophages) as they are uniquely dependent on CSF1R signaling for survival compared to the vast majority of peripheral macrophages^14,20^. Since our results are conclusively negative, with gene expression levels of cycling genes unchanged in the PLX5622-treated mice compared to control mice, we have no reason to believe that inhibition of CSF1R in peripheral myeloid-derived cells prevented the disruption rhythmic gene expression.

Altogether, while we find the expected diurnal changes in microglial morphology, and that microglial elimination consistently elevates PNN levels throughout the brain, we find no evidence of diurnal fluctuations of PNNs in untreated control mice. RNAseq from microdissected cortices show intact diurnal fluctuations in gene expression in both untreated and microglia-depleted mice, with no differential cycling genes identified. These results support the idea that PNNs may not be regulated in a diurnal fashion, and that microglia are not critical regulators of diurnal gene expression patterns in the adult cortex.

## Methods

### Animals

All animal experiments performed in this study were carried out in compliance with the ARRIVE guidelines, approved by the UC Irvine Institutional Animal Care and Use Committee (IACUC), and were compliant with ethical regulations for animal research and testing. Forty-eight 2-month-old adult male C57BL/6J mice were obtained from The Jackson Laboratory (JAX) and housed 4 to a cage in a 12:12 h light/dark cycle. Mice were allowed to acclimate to vivarium for a couple weeks before starting experiments. 24 mice were fed ad libitum control chow for 10 days, and the other 24 mice were fed PLX5622 (1200 ppm in AIN-76A chow) for 10 days to deplete microglia. Following the 10-day treatment with either control or PLX5622 chow, tissue from 4 male C57BL/6J mice was harvested every 4 h across the 24-h cycle at ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22. A separate set of adult male mice, housed 3 per cage and fed control chow ad libitum, were used to ensure reproducibility of diurnal rhythms. Tissues from these mice were harvested at ZT6 and ZT18, 6 mice per time point. All mice were sacrificed via CO_2_ inhalation and perfused transcardially with ice-cold 1× PBS. Brains were extracted and dissected down the midline, with one half flash-frozen for subsequent RNAseq analyses, and the other half drop-fixed in 4% paraformaldehyde. Fixed brains were cryopreserved in 1× PBS + 0.05% NaN_3_ (sodium azide) + 30% sucrose at 4 °C, frozen and sectioned at 40 µm on a Leica SM2000 R sliding microtome and stored in a 1× PBS + 30% glycerol + 30% ethylene glycol solution at − 20 °C for subsequent IHC analyses.

### Immunohistochemistry

Primary antibodies used and dilutions are as follows: Iba1 (1:1000, 019–19741, Wako; and 1:500, ab5076, Abcam), *Wisteria floribunda agglutinin* (WFA) lectin (1:1000, B-1355, Vector Labs), Aggrecan (1:200, AB1031, Millipore), and Parvalbumin (1:500, MAB1572, Millipore).

As previously described^45^, sections were washed 3× 5 min in 1× PBS and immersed in normal serum blocking solution (5% normal serum + 0.2% Triton-X100 in 1× PBS) for 1 h. Tissue was then incubated overnight in primary antibody at the dilutions described above in normal serum blocking solution at 4 °C. The next day tissue sections were washed in 3× 5 min in 1× PBS before being placed in appropriate secondary antibody in normal serum blocking solution (1:200 for all species and wavelengths; Invitrogen) for 1 h. Tissue sections were then washed for 3× 5 min in 1× PBS before tissue was mounted and coverslipped. High resolution fluorescent images were obtained using a Leica TCS SPE-II confocal microscope and LAS-X software. To capture whole brain stitches, automated slide scanning was performed using a Zeiss AxioScan.Z1 equipped with a Colibri camera and Zen AxioScan 2.3 software.

### RNA sequencing

Whole transcriptome RNAseq libraries were produced from cortical tissue of control and PLX5622 treated mice sacrificed at ~ 3 months of age. RNA was isolated with an RNA Plus Universal Mini Kit (Qiagen, Valencia, USA) according to the manufacturer’s instructions. Library preparation, RNA sequencing, and read mapping analysis were performed by Novagene Co. Gene expression values for line graphs were normalized into FPKM (fragments per kilobase of transcript per million mapped reads). Heatmaps were created using Morpheus (Morpheus, https://software.broadinstitute.org/morpheus).

### Processing RNAseq data

The raw paired-end sequences from each sample were mapped to the mouse reference genome (GRCm38.p6) using STAR (v2.7.0f)^46^. Aligned reads were sorted and reads mapping outside of the 20 primary chromosomes were discarded from further analysis. Gene expression was quantified and normalized as transcripts per million mapped reads (TPM) using Salmon (v1.0.0)^47^ with the comprehensive gene annotation from Gencode. TPM data were assessed for effects from biological variables (treatment, group, RNA integrity number) and technical covariates related to sequencing quality, which were computed using PicardTools v2.1.1. The following linear model was used to account for these sources of variance in the expression matrix using R:

$${\text{lm}}\left( {{\text{Expression }}\sim {\text{ Timepoint }} + {\text{ Treatment }} + {\text{ Group }} + {\text{ Seq{-}}}{\text{PC1 }} + {\text{Seq{-}}}{\text{PC2 }} + {\text{ Seq{-}}}{\text{PC3}}} \right)$$

where Expression represents the TPM gene expression values; Timepoint, Treatment, and Group represent the relevant biological variables; and Seq-PC1, Seq-PC2, and Seq-PC3 sequencing metrics from PicardTools aggregated using principal component analysis (PCA). R-Shiny was used to create an interactive portal to explore the processed RNA-seq dataset (http://swaruplab.bio.uci.edu:3838/circadian_shiny/).

### Rhythmic gene expression analysis

The MetaCycle R package (v1.2.0) was used to identify rhythmic gene expression within the RNA-seq dataset^48^. The meta2d function in MetaCycle was used to perform JTK_Cycle analysis, an algorithm which identifies rhythmic genes in temporal expression data and estimates their amplitude, phase, and period length^49^. The limorhyde function (v 0.1.2) was used to perform fourier transformation on the time points for each sample in the expression dataset, and the first harmonic of this transformation was used to account for time in the subsequent differential expression tests^50^. Limma (v3.48.3) was used for differential gene expression analysis between Control and PLX5622 mice^51^. Differentially rhythmic genes and differentially expressed genes were computed using the limma functions lmFit followed by eBayes with the following design formulas respectively:

$${\text{dr}}\_{\text{design }} = {\text{ Expression }}\sim {\text{ Genotype }}* \, \left( {{\text{time}}\_{\text{cos }} + {\text{ time}}\_{\text{sin}}} \right)$$

$${\text{de}}\_{\text{design }} = {\text{ Expression }}\sim {\text{ Genotype }} + {\text{ time}}\_{\text{cos }} + {\text{ time}}\_{\text{sin}}$$

where expression is the normalized TPM expression values; Genotype denotes whether the sample was Control or PLX5622; time_cos and time_sin are based on the first harmonic of the previously described Fourier decomposition. Differentially rhythmic genes require a statistically significant interaction between the Genotype and the time components, while differentially expressed genes are solely dependent on the linear model coefficient for Genotype without additional interaction terms. Both differentially expressed and differentially rhythmic genes were corrected for multiple testing using the Benjamini–Hochberg procedure.

### Data analysis and statistics

GraphPad Prism (version 9) was used to perform statistical analysis. To compare two groups (same treatment, but different ZTs), the unpaired Student’s t-test was used. To compare six groups (same treatment, but different ZTs), a one-way analysis of variance (ANOVA) with Tukey’s multiple comparison correction was performed. To compare six groups (different ZTs) with different treatments (control versus PLX5622 diet), a two-way ANOVA with Tukey’s multiple comparison correction was used. For all analyses, statistical significance was accepted at p < 0.05. and significance expressed as follows: *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary Information

Supplementary Figures.

## Data Availability

RNA sequencing data are available through GEO servers Accession GSE188989.

## Abbreviations

Acan: Aggrecan
AUD Ctx: Auditory cortex
Bmal1: Brain and muscle arnt-like protein 1
Clock: Circadian locomotor output cycles kaput
Cry: Cryptochrome
Ctss: Cathepsin-S
Iba1: Ionized calcium binding adaptor molecule 1
ILA: Infralimbic area
MO Ctx: Motor cortex
Per: Period
PFC: Prefrontal cortex
PLA: Prelimbic area
PNN: Perineuronal net
P2ry12: Purinergic receptor P2Y12
SS Ctx: Somatosensory cortex
WFA: *Wisteria floribunda agglutinin*
ZT: Zeitgeber time

# Supplementary material for: Cortical diurnal rhythms remain intact with microglial depletion
**Source:** Sci Rep. 2022 Jan 7;12:114. doi: 10.1038/s41598-021-04079-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplemental Figure 1

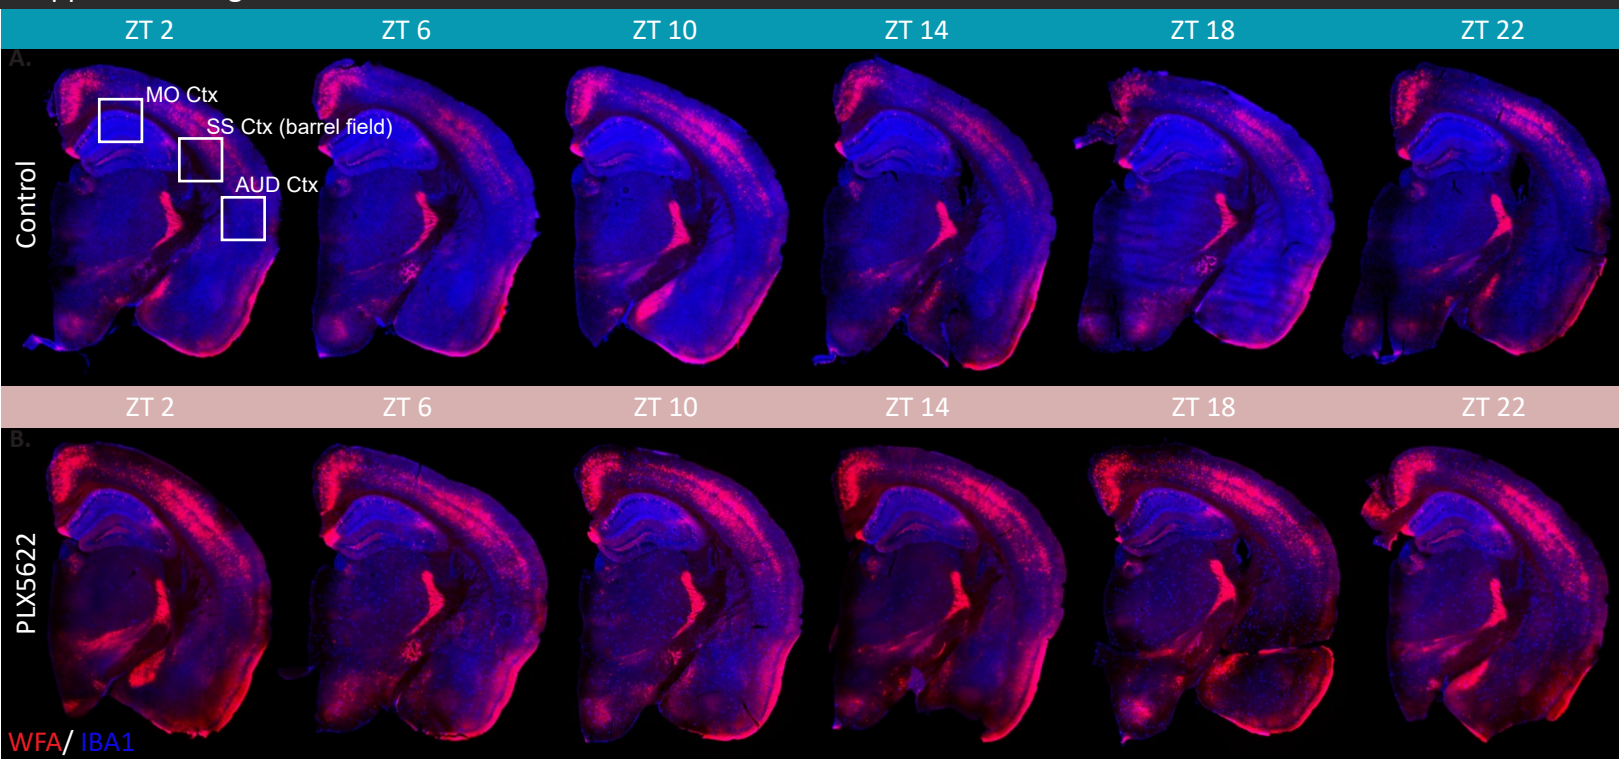

**Figure S1 – Cortical perineuronal nets increase upon microglial depletion with PLX5622**

(A) Representative slide-scanned images of WFA staining and IBA1 immunofluorescence in control mice and (B) PLX5622-treated mice corresponding to cortical quantifications in Figure 2.

Supplemental Figure 2

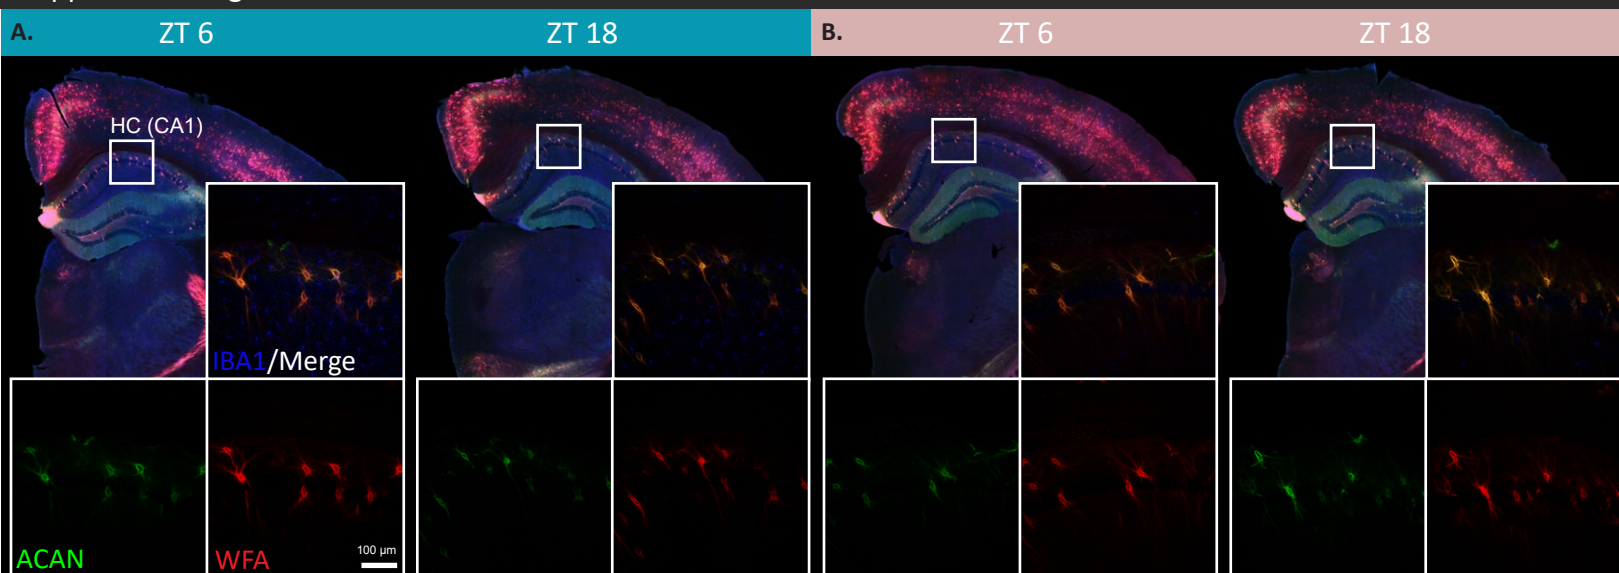

**Figure S2 – Hippocampal perineuronal nets do not increase upon microglial depletion with PLX5622**

(A) Representative slide-scanned and 20x confocal images of WFA staining, and ACAN and IBA1 immunofluorescence at ZT6 and ZT18 in control mice and (B) PLX5622-treated mice corresponding to hippocampal quantifications in Figure 2.

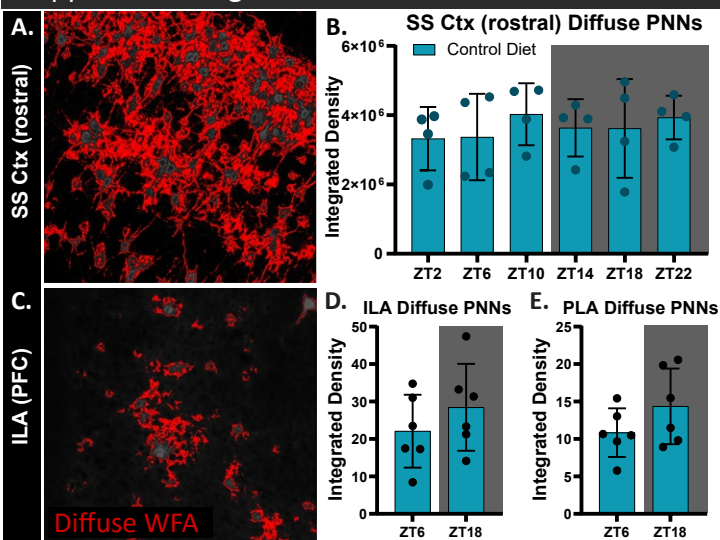

**Figure S3 – No significant diurnal changes in diffuse PNNs in the cortex**

**(A)** Image of SS Ctx PNNs showing WFA staining with diffuse compartment highlighted in red. **(B)** Quantification of SS Ctx diffuse PNN integrated density at ZT2, ZT6, ZT10, ZT14, ZT18, and ZT22. **(C)** Image of ILA PNNs showing WFA staining with diffuse compartment highlighted in red. **(D)** Quantification of ILA diffuse PNN integrated density at ZT6 and ZT18. **(E)** Quantification of PLA diffuse PNN integrated density at ZT6 and ZT18. Statistical analysis used a two-way ANOVA with Tukey's multiple comparisons correction for SS Ctx (rostral) diffuse PNNs and a two-tailed unpaired t-test for ILA and PLA diffuse PNN quantifications. Significance indicated as \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

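Cortical RNA from 47 male mice was analysed, with 1 library per mouse. The mice were grouped by diet (23 control, 24 PLX5622) and by 6 Zeitgeber times, 4 h apart, which gave 12 groups of 4 mice, with 3 in the control group at ZT14. Groups were taken from the sample labels and the methods. No further control library at ZT14 was analysed here.

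The authors mapped the reads to GRCm38.p6 with STAR, discarded reads outside the primary chromosomes and computed TPM with Salmon and the Gencode annotation. Their deposited TPM table lists 54281 genes, and its values sum to the same total in every library. The linear model with sequencing metrics that the paper describes had not been applied to these values. The other table is named for FPKM, but the values the authors deposited there are whole-number counts per gene for 54532 genes, without normalization, and they were used as counts. The tables share 53068 genes, and in all 47 libraries the TPM column correlated more with its own count column than with any other. The paper's text does not name the mapper or the annotation behind the counts. Of the genes in the TPM and count tables, 99.68% and 99.93% were found by identifier in GENCODE M21, which was used for gene positions and lengths. FPKM was computed here from the counts and the summed exon lengths of each gene, so it is not the FPKM of the paper's line graphs.

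The counts per library ranged from 16597987 to 27626161, with a median of 18314954 in control mice (up to 24085876) and 21476967.5 in PLX5622 mice (from 16795170). Mitochondrial transcripts took 6.46% to 10.0% of the counts, with a median of 8.57%. Counting error at this depth was smaller than the spread between mice. The smallest chi-square per degree of freedom between any 2 libraries of a group was 4.30 over 69 pairs.

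Tests used log2(TPM + 1) for genes with a mean of at least 1 TPM over all libraries. Differential expression was tested with limma 3.58.1 in R 4.3.3, with treatment and the cosine and sine of ZT at a 24-h period as terms, and differential rhythmicity with the F test of the interactions of treatment with both time terms, as in the paper's design formulas. JTK_CYCLE was written for this purpose because MetaCycle was not available, with 6 phases and a period of 24 h. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The paper's statistics section accepts significance at p under 0.05 for all analyses and does not say whether the p of cycling genes was adjusted. Single genes and gene lists were tested with 100000 permutations of the labels, two-sided for differences. The calls were compared with 100 splits of the libraries. JTK_CYCLE and limma were tested on simulated data with a log2 change of 1 in 200 genes per test. There limma called 99.5% of the seeded genes for treatment and for rhythm. JTK_CYCLE called 97.75% of the 400 genes seeded as rhythmic in control mice and 97.5% of the 200 in PLX5622 mice. Of the calls, 5.69% and 6.57% were false for limma and 3.69% for JTK_CYCLE in control mice. No smaller change was seeded. The fitted amplitudes of the clock genes in control mice ran from 0.10 (*Cry2*) to 0.71 (*Dbp*) in log2(TPM + 1). The shares called therefore do not show how many rhythms as weak as that of *Cry2* would be found. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

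The genes named in the text were set by a rule: the genes named in the paper's text and Fig. 3A-K, *Aif1* and *Acan*, the 5 genes with the largest fold change in each direction among those past the threshold and changed the same way at all 6 Zeitgeber times, the 5 genes outside the clock list with the smallest JTK_CYCLE p in control mice, and the 5 genes with the smallest interaction p. Single values of some of these genes are not reported here. Gene lists were set for microglia (labelled by the study, and independent of it), border macrophages, perineuronal nets, astrocytes, oligodendrocytes, their precursors, neurons, endothelial cells, mural cells, immediate early genes, striatum, choroid plexus, blood, interferon response, the clock and sex. The lists for cerebellum and hypothalamus were added after the data were seen.

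The alternatives were no filter, a mean of at least 5 TPM, FPKM, median-of-ratios and upper-quartile scaling, a pseudocount of 0.1, TPM without log, the replicate number as a block, 3 principal components of the residuals as covariates, eBayes with a trend, ZT as a factor, other tests, periods (20 and 24 h), thresholds (0.01) and sets of cycling genes, a top 100, and each library left out in turn. Tests on the counts with edgeR 4.0.16 and DESeq2 1.42.0 and a model with the mitochondrial share were added after the data were seen. On the simulated data, with the same log2 change of 1, edgeR called 99.5% of the genes for treatment and 96.0% for a difference in rhythm. DESeq2 called 99.5% and 96.5%. Of the calls for a difference in rhythm, 4% were false with edgeR and 10.6% with DESeq2. The edgeR and DESeq2 tests of cycling genes within a treatment were not run on simulated data, so their false calls are not known. The sequencing metrics and RNA integrity numbers of the paper's model were not used here, and images, cell counts and staining were not analysed here.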

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

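The comparisons of other splits of the mice were set before the data were examined, and the tests of choroid plexus tissue, cell composition and scaling below were chosen only after the results were seen.

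In 8 of the 143 groups of 4 libraries examined, a single mouse lay far from the other 3, where chance alone gives 7.15. *Cry1* was at 7.36 FPKM in the first PLX5622 mouse at ZT10 (others 6.19 to 6.35) and at 9.36 FPKM in the first at ZT18 (others 7.91 to 8.08). *Cry2* was at 17.1 FPKM in the second PLX5622 mouse at ZT6 (others 19.0 to 19.2), and *Dbp* at 43.7 FPKM in the second at ZT10 (others 31.9 to 33.0). *Per1* was at 18.4 FPKM in the fourth PLX5622 mouse at ZT14 (others 19.5 to 19.6), at 12.4 FPKM in the fourth control mouse at ZT2 (others 9.87 to 10.2) and at 12.4 FPKM in the first control mouse at ZT6 (others 9.53 to 9.73). *P2ry12* was at 19.0 FPKM in the fourth control mouse at ZT2 (others 14.6 to 15.3). The number is near that given by chance, and no explanation of single mice was tested.

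The 8 genes of the choroid plexus list were higher in PLX5622 mice by 0.40 in mean log2(TPM + 1) (2.76 ± 0.51 in 23 control mice, 3.16 ± 0.34 in 24 PLX5622 mice, SD; permutation p = 0.00231, 0.0115 adjusted over 15 lists), and 4 of them passed the threshold over all genes. The paper does not report them. *Ttr*, the most abundant, had a median of 479.1 TPM in control mice (61.1 to 1159) and 780.2 TPM in PLX5622 mice (139 to 1241). Scaling does not explain the difference, since under median-of-ratios and upper-quartile scaling the larger permutation p was 0.00492. A lower share of microglia would raise every other cell type alike, but the neuron, astrocyte and oligodendrocyte lists rose by at most 0.10. Carry-over of choroid plexus tissue during dissection may contribute. Its genes moved together between mice of a group, with a mean pairwise correlation of 0.639. This does not separate it from a change within the cells, because 15 of the 18 other lists also had a value above 0.3 and their median was 0.567, so carry-over and regulation cannot be told apart here. A biological effect of the diet stays open and was not tested.

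Among the 127 genes called higher with PLX5622, the 5 with the largest fold change of those higher at all 6 Zeitgeber times, which the paper's text does not discuss, were *Cox8b*, with a log2 fold change of 0.79 (standard error 0.20, adjusted p = 0.00945, above every control library in 2 of 24 PLX5622 libraries), *Gm8797* with 0.74 (standard error 0.18, adjusted p = 0.00616, 8 of 24), *Mid1-ps1* with 0.59 (standard error 0.13, adjusted p = 0.00208, 1 of 24), *Zbed6* with 0.58 (standard error 0.13, adjusted p = 0.00253, 10 of 24) and *C4b* with 0.56 (12 of 24). For *Cox8b*, *Gm8797*, *Mid1-ps1* and *C4b* the deposited counts gave the same direction in edgeR, with log2 fold changes of 0.85, 0.51, 0.70 and 0.53. *Zbed6* is listed at 0 counts in all 47 libraries, so its change rests on how reads were assigned for the TPM table alone, and an artefact of that assignment stays open. *Mid1-ps1* is a pseudogene on chromosome Y, for which reads shared with related sequences stay open as well. Scaling does not explain the change of these 5 genes, since under median-of-ratios and upper-quartile scaling the largest of their adjusted p was 0.0179. Biological explanations were not tested. Of the 100 splits of the mice within Zeitgeber times, only 1, the real one, gave as many genes called higher as the 127 observed, and the same held for the genes called lower (1) and for all genes called (1), with a median of 0 genes over the other splits. The files give no sequencing batch or date, so a processing batch that followed the diet was not tested, and splits of the mice do not exclude it for these genes or for the choroid plexus list.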

How the results depend on the processing

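The main analysis and all alternatives were set before the data were examined, apart from edgeR, DESeq2 and the mitochondrial share as a covariate, which were chosen after the values were seen. The FPKM alternative had been set for deposited FPKM values and was run on FPKM computed from the deposited counts.

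The fold changes of 25 named genes were compared in 342 cases, and none changed direction. The call over all genes changed in 12 of them. *Ttr* was no longer called without a filter, with either scaling, with ZT as a factor, with edgeR or with DESeq2. *Dbp*, not called in the main analysis, was called with FPKM, the residual components, edgeR and DESeq2, and *Ppp6r1* with the residual components and DESeq2. On the log scale the microglial list stayed past its threshold, from -2.34 (FPKM) to -3.25 (pseudocount 0.1). No difference in rhythm of the 8 clock genes was called under any alternative. The count of 0 differentially rhythmic genes over all genes held in 13 of 14 alternatives (485 to 2569 genes at an unadjusted p under 0.05) and in all 47 fits without a library.

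The cause was not tested for the changes that follow, except that filters change the number of genes tested. The residual components are a further exception, as given below. Without a filter 586 genes were lower and 6 cycled in control mice. With a mean of at least 5 TPM, 298 genes differed and 208 were lower, with 1 of the cycling genes differing in level. With FPKM, 884 genes differed and 420 were higher, 9 cycling genes differed in level, and 77 and 212 genes cycled in control and PLX5622 mice. With median-of-ratios scaling 198 genes were higher, 56 and 157 cycled, and 4 clock genes cycled in control mice. With upper-quartile scaling 5 cycling genes differed in level, 54 and 138 genes cycled, and 4 clock genes did. On TPM without log the perineuronal net list reversed, to -0.44 TPM.

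With 3 residual components as covariates 2699 genes differed (876 lower, 1823 higher), 462 were differentially rhythmic and 3 of the 12 cycling genes were. The components were taken from residuals after treatment and time, so they leave every estimate unchanged and act on the residual spread alone. Of 100 splits of the mice under that model, the real one included, 48 gave as many differentially rhythmic genes (shuffled median 383). Chance thus readily produces such a count of rhythm differences there. For differentially expressed genes 6 gave as many (shuffled median 47, highest 3983), so such a count was rarer, though chance is not excluded.

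Libraries with the same replicate number were weakly alike on average, so the numbers do not mark close pairs. They still carried some shared structure. Deviations from the group means correlated at 0.0512 on average over the 253 pairs of libraries with the same number (-0.247 to 0.304, with 76 pairs above 0.1) and at -0.0171 for different numbers. With the number as a block, 578 genes differed, 145 and 245 genes cycled, and 32 of the 145 were differentially rhythmic. Of 100 swaps of treatment within Zeitgeber time and number, the real one included, 2 gave as many (shuffled median 1). Such a count was therefore rare under these swaps. Of 100 splits within Zeitgeber time alone, only the real one gave as many, and the highest of the others gave 24. Those splits do not keep the replicate numbers balanced over Zeitgeber times within a treatment. They had a median of 25 cycling genes in control mice to test, against 81 under the swaps and 145 in the real data. They therefore cannot judge the count. All 32 were still called with the mitochondrial share beside the block. The first principal component differed between the numbers, as given under the further patterns. Its means were -7.01, -6.03, 4.72 and 9.08 for numbers 1 to 4, so the block takes up part of it. Whether this raised the count was not tested, and what raised it stays open. Of the 32 genes, all but *Gadd45b* (log2 amplitude ratio 0.044) had a lower fitted amplitude in PLX5622 mice, down to -3.91 for *Kremen1*. The genes were chosen as cycling in control mice, which favours that direction, so it does not by itself show a loss of rhythm.

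The harmonic F test called 36 and 135 cycling genes. At an adjusted p under 0.01, 2 and 20 genes cycled and 1 clock gene did. Among the genes cycling in either treatment 2 differed in rhythm and 5 in level, and among those cycling by the harmonic F test 2 differed in rhythm. The amplitude ratio reversed to 0.67 with the ranking in PLX5622 mice and to 0.090 with that over all libraries.

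edgeR called 1022 genes (726 lower, 296 higher), 317 and 456 cycling genes, 7 clock genes and 55 cycling genes that differed in level. DESeq2 on counts called 1155 genes (765 lower, 390 higher), 696 cycling genes in control mice and 847 cycling genes in PLX5622 mice, 7 clock genes and 103 cycling genes that differed in level. With the mitochondrial share 987 genes differed and 499 were higher.

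Without each library in turn, 429 to 635 genes differed, 333 to 415 were lower and 81 to 222 higher (81 without the third PLX5622 mouse at ZT22, 222 without the third control mouse at ZT22). From 6 to 18 genes cycled in control mice (6 without the first mouse at ZT6, 18 without the fourth at ZT22) and 50 to 107 in PLX5622 mice. From 0 to 1 of the cycling genes differed in rhythm and 1 to 4 in level. The count in level was 1 in 23 of the 47 fits, such as that without the first control mouse at ZT22. The same number of clock genes, 2, was called in each fit, and the amplitude ratio at -0.70 to -0.44 and the phase difference at -1.14 to -0.065 h. Over the alternatives, not counting the fits without a library, 541 other results were compared and 50 changed (8 weaker, 23 stronger, 19 moved). The 19 that moved are mean levels of single genes in deposited TPM against FPKM, which is a change of unit.

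Depth differed between libraries, and the number of mice limits what a count of 0 excludes. Removing the rhythm of the 12 cycling genes was called over all genes in 6 of them, and keeping 50% of it in 0 of them.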

Differences from the paper's values

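The paper's log2 fold change of *Siglech* is about -3.3 in Fig. 3K, read by eye, and the value here was -3.15. Of the alternatives set before the data were examined, upper-quartile scaling gave -3.17, within the standard error of 0.13 of the paper's value, and the others did not close the gap. The paper's value for *Tmem119* is about -2.9 in Fig. 3K, read by eye, against -2.79 here. Median-of-ratios scaling (-2.81) and upper-quartile scaling (-2.81) came within the standard error of 0.10, and the others did not. Readings by eye were rounded to 0.1, close to the size of both gaps. The largest log2 fold change among the genes coloured as higher in the paper is about 1.8 in Fig. 3K, read by eye, against 0.80 here. None of the alternatives set before the data were examined closed this gap, and the nearest was 1.36 with a pseudocount of 0.1. On the counts, in tests chosen after the values were seen, DESeq2 gave 1.57 and edgeR 2.21, each for another gene and without a standard error, so whether these values reach the paper's was not decided.

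The paper states that none of the genes cycling in control mice was significantly altered in microglia-depleted mice. No difference in rhythm was called here among the 12 cycling genes (3 at an unadjusted p under 0.05), while 3 of the 12 differed in mean level. That count in level fell to 1 in 23 of the 47 fits without a library. Under the alternatives set before the data were examined, the number that differed in level ranged from 1 to 9. The number that differed in rhythm was 32 with the replicate number as a block and 2 with either of the wider sets of cycling genes. It was 3 with the residual components as covariates, which leave the estimates unchanged and act on the residual spread alone. The paper states that all 8 clock genes oscillate in control mice. JTK_CYCLE here called 2 of them over all genes tested. The permutation test of the difference between Zeitgeber times on FPKM called all 8, and edgeR and DESeq2 on the counts, chosen after the values were seen, each called 7. The paper's heatmap legend states that expression patterns of the top 200 cycling genes did not change, and 0 of the 200 differed in rhythm here after adjustment, with 45 at an unadjusted p under 0.05, a count that 24 of 100 splits of the mice reached (median 27) with the genes ranked anew. The paper's legends give more control libraries than the 23 analysed here.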

Other observations

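The comparisons with other splits of the mice were set before the data were examined, as was the test of the ranking of the top 200 genes. The test of the second principal component was written down before it was run. The other tests in this part were chosen only after the results were seen.

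The 669 genes at an unadjusted p for a rhythm difference under 0.05 are matched or exceeded in 33 of the 100 splits, in the model without the replicate number as a block. Splits say nothing about the count of 0 genes after adjustment, since all 100 have at least 0. The larger count with the block is given with the alternatives. As many cycling genes as in control mice came from 1 of 100 orders of the Zeitgeber times, the real one, and as many as in PLX5622 mice from 3 of 100.

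The lower amplitude of the top 200 genes in PLX5622 mice, with a median log2 ratio of -0.57, is what the ranking alone may produce. With treatment shuffled and the 200 genes chosen anew, the median ratio was -0.53, and 43 of 100 splits gave a ratio as low. A median phase difference as far from 0 came from 19 of 100 splits.

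More genes cycled in PLX5622 mice (72) than in control mice (12). A difference as large, in either direction, came from 12 of 100 splits, so it may be chance. Without a ZT14 library of the PLX5622 mice, which balances the missing control library, at least 50 genes still cycled. With the counts drawn down to 16597987 reads in every library, 206 genes cycled in PLX5622 mice and 60 in control mice, against 216 and 75 before, so depth does not explain the difference. The spread around the fitted rhythm was no larger in control mice, with a ratio of 0.994.

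The first principal component held 14.0% of the variance and correlated with the mitochondrial share of the counts (r = -0.777, Spearman's rho = -0.787 over 47 libraries). Within treatments r was -0.832 in control mice (rho = -0.776) and -0.877 in PLX5622 mice (rho = -0.876), or -0.768 and -0.868 without the 2 libraries farthest from the median share. The adjusted p of each Pearson correlation over these 3 was 1e-05, the smallest they can give, and the p of rho was at most 2e-05. The component differed between replicate numbers (permutation p = 0.0126). The component was not balanced between the diets (r = 0.419 with diet, 30 of the 47 libraries on the side of their diet). The mitochondrial share was similar, with medians of 8.57% in control mice and 8.54% in PLX5622 mice. A technical factor such as tissue or RNA handling is a candidate explanation for the component, and a biological one was not tested.

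The second component held 10.2% of the variance and placed 46 of the 47 libraries on the side of their diet (r = 0.871). A candidate explanation is the loss of microglial transcripts. Without the 503 genes called, which include every tested gene of the microglial and macrophage lists, the largest correlation of the first 3 components with diet was 0.282. Because the genes left out were chosen for their difference between the diets, this drop would appear under any cause, and the causes cannot be told apart.

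Transcripts of the cerebellum appeared in some libraries. *Pcp2* had a median of 1.85 TPM in control mice and 1.64 TPM in PLX5622 mice, but reached 117 TPM in the second control mouse at ZT10 and 138 TPM in the third PLX5622 mouse at ZT14. *Gabra6* and *Cbln3* were highest in the same 2 mice, at 12.8 and 22.0 TPM and at 13.9 and 17.1 TPM. Of 5 further cerebellar transcripts, 4 rose with *Pcp2* over the 47 libraries: *Car8* (r = 0.887, rho = 0.582), *Cbln1* (r = 0.703, rho = 0.388), *Neurod1* (r = 0.549, rho = 0.137) and *Zic1* (r = 0.481, rho = 0.282), with adjusted p of 2.5e-05, 2.5e-05, 2.333e-04 and 9.875e-04, and *Itpr1* did not (r = 0.232, rho = 0.0678, adjusted p = 0.116). The permutation p of rho was 5e-05, 0.00728, 0.357, 0.0542 and 0.647. Without the 2 libraries farthest from the median of *Pcp2*, r was 0.849, 0.556, 0.307, 0.303 and 0.209, so the relations of *Neurod1* and *Zic1* rest largely on those libraries. Carry-over of cerebellar tissue may explain the pattern. It bears on rhythm tests, since *Pcp2* and *Gabra6* ranked 2 and 4 among the smallest interaction p in edgeR (adjusted p = 0.819). The list did not differ between treatments in a permutation test (-0.06, p = 0.778), and neither did that of the hypothalamus (0.19, p = 0.687). Hypothalamic transcripts appeared in more libraries than *Pcp2*, which was above 10 TPM in 5 control and 4 PLX5622 libraries. *Hcrt* was above 10 TPM in 8 and 7 (up to 63.6 and 44.8 TPM). *Pmch* was so in 8 and 7 as well (up to 77.8 and 101 TPM). Their bearing on the rhythm tests was not examined.

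The perineuronal net list did not differ between treatments (0.04, permutation p = 0.379, 8 of its 11 genes tested). *Acan* was below the filter, at 0.470 TPM in control and 0.522 TPM in PLX5622 mice. Border macrophage genes fell from a mean log2(TPM + 1) of 2.11 to 0.51 (permutation test, adjusted p = 7.5e-05, 2 of 7 genes tested). None of the remaining lists passed the threshold. Their differences were 0.09 for astrocytes and 0.10 for oligodendrocytes (adjusted p = 0.219 for both), 0.03 for oligodendrocyte precursors (0.575), 0.04 for neurons (0.579), 0.05 for endothelial cells (0.446), 0.06 for mural cells (0.322), -0.19 for immediate early genes (0.446), 0.21 for striatum (0.446), -0.01 for blood (0.975), -0.03 for the interferon response (0.575), 0.02 for clock genes (0.745) and 0.08 for sex-linked genes (0.141).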
